A study of Homo sapiens with 30 samples.

How the data were processed

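Poly(A) RNA was sequenced from SK-MEL-147 cells, an established human melanoma line, after infection with virus carrying a short hairpin RNA and selection with puromycin. Per the labels, total RNA was purified on silica columns, mRNA was captured on poly(A) beads and strand-specific libraries were made from it. The 30 libraries fall into 15 groups of 2 libraries each, and each group is a hairpin or the scrambled control hairpin (shSCR) in 1 set at day 3 or day 6 after infection. The aligner, the counting tool, the genome build, the annotation and the normalization tool are not stated in the labels or the file headers, so no coordinates are given and genes are named by the symbols in the tables.

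The authors deposited 3 tables of normalized counts, a signal per gene and library, in which the sets were normalized separately. The table of YL1 knockdown at day 3 holds 6 libraries, the day-6 table of YL1, SRCAP and P400 knockdown holds 18, and the table of H2A.Z.1 and H2A.Z.2 knockdown holds 6. In the deposited signal values every value was a whole multiple of 1 step per library, so that whole reads divided by 1 factor per library gave all 135414, 501624 and 153918 values of the tables (100.0% in each). In 3 libraries the step lay within 0.01 of 1 (0.997 in replicate 1 of the day-3 shSCR pair, 0.990 in both libraries of YL1 sh30 at day 6), so that their read numbers rest on the fitted step alone. The authors also deposited 6 tables of their own comparisons with a log2 fold change and its standard error per gene, a mean signal, a test score, and an unadjusted and an adjusted p-value. Their column names are those of a DESeq2 table, per the file headers, and the tool itself is not stated. Each gene in these tables has an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.75, as found in the deposited values. No per-sample column was left unmapped.

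The recovered reads gave each library's depth, which ranged from 20989394 to 28009447 reads at day 3, from 17047162 to 31446656 in the day-6 table and from 22103561 to 32618356 in the H2A.Z table. The replicates of each group were compared gene by gene with a chi-square statistic that averages 1 under sampling noise alone. Its mean lay between 2.16 and 6.22 in the 12 groups of the day-3 and day-6 tables. In the 3 groups of the H2A.Z table it lay between 32.0 and 59.0. No library was therefore counted as a copy of its replicate, and libraries of different groups were not compared in this way. Counting floors were set at 3 reads and cover counting error only, because PCR copies were not marked by molecular identifiers.

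Changes were tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), in genes with a mean normalized count of at least 10 over the table. This kept 16796, 17285 and 17553 genes at day 3, at day 6 and in the H2A.Z table. Fold changes are on the log2(value + 1) scale, which understates the change of weakly expressed genes. The moderated test used an intensity trend, was two-sided, and its p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Both hairpins of a target were taken as replicates of 1 arm. Libraries that share a hairpin entered as independent, so p-values of such an arm may be too small where its hairpins differ. The 18 libraries of the day-6 table shared 1 fit with a separate term for each of the 3 shSCR pairs, and each knockdown was compared with the pair of its own set. Differences between knockdowns were tested as interaction contrasts, and differences between hairpins with 1 term per hairpin. Whether replicate numbers pair the libraries was checked by correlating the replicate differences of the groups of a set. At day 3 all 3 correlations were over 0.1 (0.213, 0.274 and 0.382), so the fit with the replicate number as a block is given beside the day-3 results it changes.

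Gene lists were written from general knowledge. They were E2F targets (77 genes), mitotic genes (60), p53 targets (36), interferon-stimulated genes (47), cytosolic ribosomal proteins (74), secretory senescence genes (33) and the H2A.Z exchange machinery (25). The lists were tested with camera at an inter-gene correlation of 0.01, adjusted over the 42 list and comparison pairs, with fry and camera with an estimated correlation beside it. The genes that the hairpins target were removed from every list. GDF15 is the 1 member held by 2 lists, the p53 and the secretory senescence list. Correlations and overlaps between arms that share control libraries were set beside 100 simulated draws of unchanged groups.

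Genes named in the text follow a fixed rule. They are the 5 targeted genes, and for each of the 6 comparisons the 3 largest rises and 3 largest falls with an adjusted p-value under 0.05, a mean of at least 100 and every knockdown library beyond every control library. To these come the 5 genes lowered and the 5 raised in all of YL1, SRCAP and P400 knockdown at day 6 with the largest smallest fold change, and the 5 members of the E2F list with the largest fall after YL1 knockdown at day 6. The groups, the designs, the gene lists, this rule and the processing alternatives were fixed before the data were examined. The design of the main tests assumed normalized values, which is what the tables held.

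The alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 50, median centring, quantile normalization, a test without the intensity trend, the 6 pooled shSCR libraries of day 6, the libraries of each set alone, 1 term per hairpin, each hairpin alone, the replicate number as a block, a further threshold of 1 on the absolute log2 fold change, and each library left out in turn. Count tests were run on the recovered whole reads with edgeR 4.0.16 (quasi-likelihood, TMM factors) and DESeq2 1.42.0 (Wald test, its own size factors). After YL1 knockdown at day 3 edgeR called 648 genes and DESeq2 1579, of which 605 and 628 were among the 636 genes that limma called. After SRCAP knockdown they called 5944 and 6402 genes, of which 5675 and 5719 were among the 5822 genes that limma called. Adjusted p-values that DESeq2 left undefined were kept out of its counts.

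Corrections for GC content and gene length used the GENCODE transcripts provided as a reference, matched by symbol for 86.7%, 85.9% and 85.7% of the tested genes of the 3 tables and for every tested list member. How the authors' counting assigned reads shared by near-identical copies, or used the strand, is not stated. Values of H2AFZ, EP400 and the ribosomal protein genes, which have pseudogenes or partial copies, and of the noncoding genes CASC15 and LINC00707 are therefore uncertain in that respect.

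The tests were checked on simulated reads drawn from the real means and library sizes with 200 changed genes. With the spread estimated over all libraries of an arm, limma recovered 66.5% of the changed genes at day 3, 67% for SRCAP knockdown at day 6 and 53.5% for H2A.Z.1 knockdown. All recovered genes had the right direction, and 13.1%, 5.6% and 8.5% of the calls were false. With the smaller spread within hairpins it recovered 90.5%, 90% and 53.5%, with 8.6%, 5.8% and 19.5% false calls. Counts at day 3 and for the H2A.Z table therefore carry more false calls than the threshold of 0.05 implies. Each simulated library was drawn independently, without the likeness of libraries that share a hairpin. The 5.6% and 5.8% therefore do not show that the real SRCAP counts hold to that threshold. With the spread over all libraries DESeq2 had 30.1%, 14.3% and 14.2% false calls in the same order. With the spread within hairpins it had 5%, 6.8% and 26.5%, fewer than limma at day 3 only. Larger DESeq2 counts can therefore include more false calls. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.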

Results

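Transcript levels were measured by poly(A) RNA sequencing in SK-MEL-147 melanoma cells after knockdown of proteins that place the histone variant H2A.Z on chromatin, or of H2A.Z itself. YL1 (gene VPS72) is a subunit shared by the SRCAP and P400 remodelling complexes, which exchange H2A for H2A.Z, and H2A.Z.1 and H2A.Z.2 are encoded by H2AFZ and H2AFV, the symbols used in the tables for H2AZ1 and H2AZ2. The title of the study asks how these chaperones act on the transcription of E2F target genes. Each of YL1, SRCAP and P400 (gene EP400) was depleted with 2 hairpins, and each H2A.Z gene with 1 hairpin. YL1 knockdown was sampled at day 3 and day 6 after infection and the other knockdowns at day 6. The 20 knockdown libraries were compared with 10 libraries of a scrambled hairpin, shSCR, of which each of the 5 infection sets had its own pair. Each hairpin was represented by 2 libraries. Depth ranged from 17047162 reads in replicate 1 of P400 sh60 to 32618356 in replicate 2 of the H2A.Z.1 knockdown.

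The targeted transcripts were examined to check the labels. In the YL1 set at day 3, VPS72 had 973 ± 17.2 normalized counts (SD, n = 2) in shSCR and 164 ± 35.5 (SD, n = 4) after knockdown, 16.8% of the control level, with 19.7% left by sh30 and 14% by sh84. The log2 fold change was -2.59 with a standard error of 0.21 (limma, adjusted p = 0.00714). At day 6 VPS72 fell from 1108 ± 22.1 (SD, n = 2) to 317 ± 56.9 normalized counts (SD, n = 4), 28.6% of control, with 24.2% left by sh30 and 33% by sh84 (log2 fold change -1.82, limma adjusted p = 3.77e-06). SRCAP fell from 4231 ± 24.3 (SD, n = 2) to 1976 ± 198 normalized counts (SD, n = 4), 46.7% of control (log2 fold change -1.10, limma adjusted p = 4.44e-05). Of the SRCAP control level, 50.7% was left by sh30 and 42.7% by sh29. EP400 fell from 4265 ± 428 (SD, n = 2) to 2066 ± 506 normalized counts (SD, n = 4), 48.4% of control, with 38.3% left by sh60 and 58.6% by sh62 (log2 fold change -1.07, limma adjusted p = 0.00476). H2AFZ fell from 5616 ± 6.7 to 296.5 ± 64.7 normalized counts (SD, n = 2 each) after H2A.Z.1 knockdown, 5.3% of control (log2 fold change -4.26, limma adjusted p = 7.30e-04). H2AFV fell from 2637 ± 84.7 to 908 ± 219.5 normalized counts (SD, n = 2 each) after H2A.Z.2 knockdown, 34.4% of control (log2 fold change -1.56, limma adjusted p = 0.00327). Every knockdown library lay below every library of its control pair for its own target. The alternative that moved these calls most was a fit on the 6 libraries of the P400 set alone, in which EP400 had an adjusted p-value of 0.0592 in limma. Over its 15 alternatives other than leaving out single libraries, its adjusted p-value ran from 3.57e-12 to 0.0592.

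**Figure D1:**
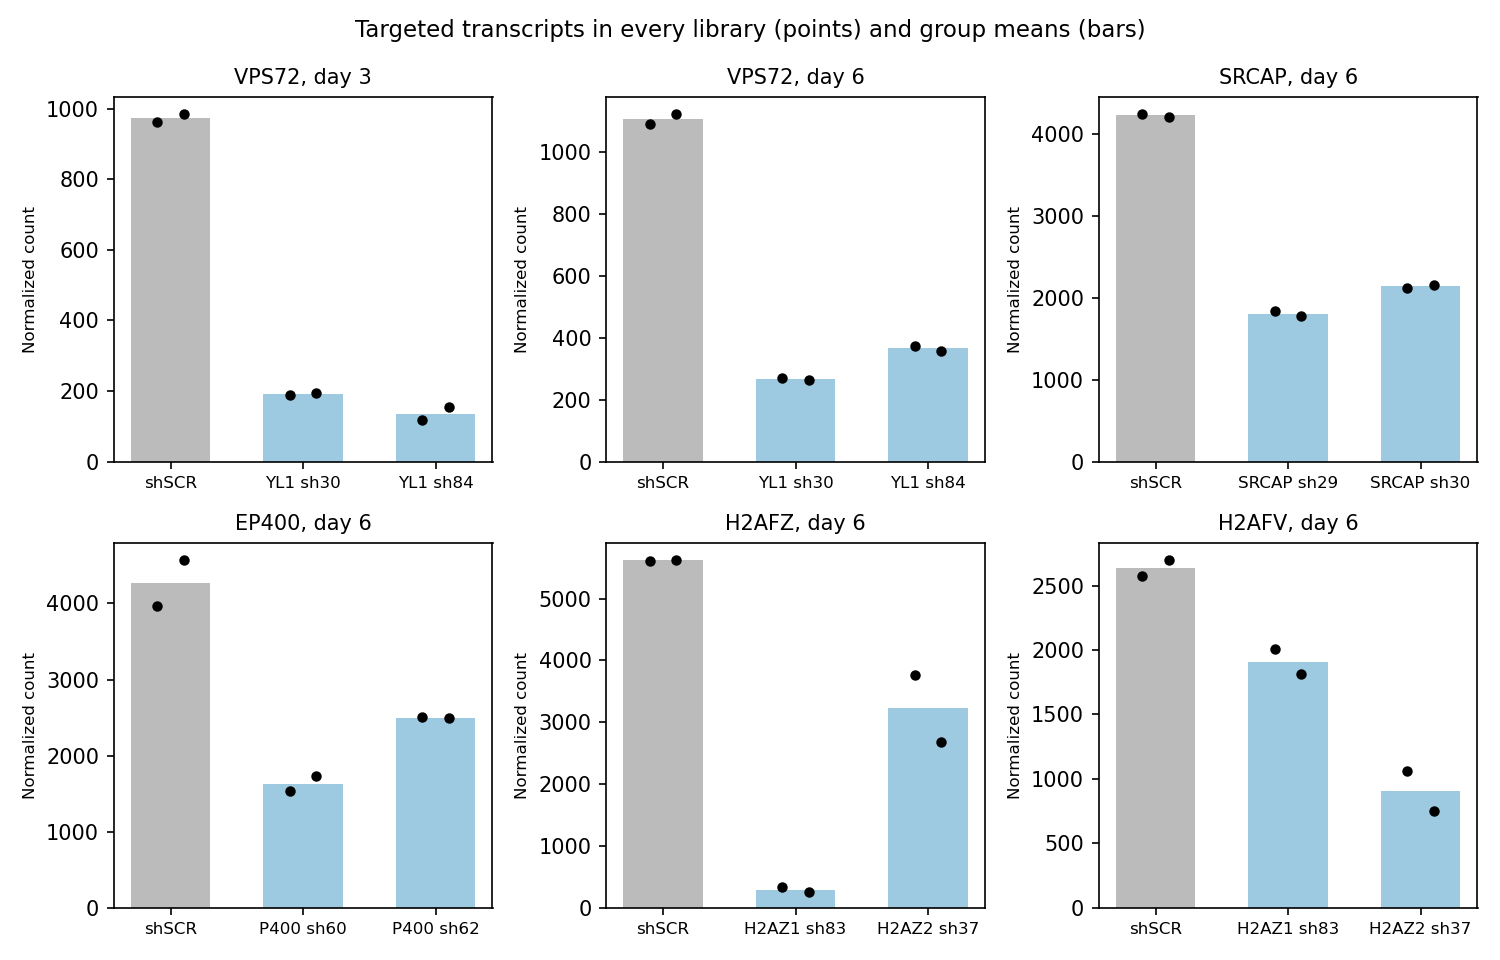
Normalized counts of the 5 targeted transcripts, with VPS72 at both time points, in the shSCR pair of the same set and in each hairpin group. Points are libraries and bars are group means, and the share of the control mean left runs from 5.3% (H2AFZ after H2A.Z.1 knockdown) to 48.4% (EP400 after P400 knockdown, both hairpins together).

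The transcripts of the other targeted genes were also followed, since chaperones and histones act in 1 pathway. H2AFZ was lower after YL1 knockdown at day 3 (log2 fold change -0.68, limma adjusted p = 0.0265) and day 6 (-0.64, limma adjusted p = 0.00689). It was also lower after SRCAP knockdown (-0.89, limma adjusted p = 1.26e-04) and after H2A.Z.2 knockdown (-0.82, limma adjusted p = 0.0418). After P400 knockdown its change of -0.32 did not pass the threshold (limma adjusted p = 0.204). The changes of H2AFZ did not differ between YL1 and P400 knockdown (difference -0.32, limma adjusted p = 0.831), and the difference between SRCAP and P400 knockdown lay just outside the threshold (-0.57, limma adjusted p = 0.0511). H2AFV was lower after YL1 knockdown at day 3 (-0.58, limma adjusted p = 0.0332) and after SRCAP knockdown (-0.99, limma adjusted p = 0.00139). With the replicate number as a block the day-3 changes of H2AFZ and H2AFV no longer passed the threshold (limma adjusted p = 0.057 and 0.0617), while that of VPS72 did (limma adjusted p = 0.0448). VPS72, SRCAP and EP400 changed past the threshold only in the knockdown aimed at each of them, among the 6 comparisons.

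The number of genes changed by each knockdown was counted next. YL1 knockdown changed 636 of 16796 tested genes at day 3 (272 raised, 364 lowered) and 1861 of 17285 at day 6 (803 raised, 1058 lowered). SRCAP knockdown changed 5822 genes (2822 raised, 3000 lowered) and P400 knockdown 557 (209 raised, 348 lowered). H2A.Z.1 knockdown changed 2323 of 17553 tested genes (1110 raised, 1213 lowered) and H2A.Z.2 knockdown 3141 (1553 raised, 1588 lowered). Among genes with an absolute log2 fold change of at least 1, raised genes outnumbered lowered ones in every comparison except SRCAP (1023 raised, 1219 lowered), for example by 436 to 141 for YL1 at day 6 and by 107 to 41 for P400. In number of genes the alternative that moved these counts most was YL1 sh84 alone at day 3 (7367 genes), and for YL1 at day 6, SRCAP and P400 a fit with 1 term per hairpin (8534, 11185 and 7340 genes), which takes the difference between hairpins out of the spread. With the replicate number as a block, YL1 knockdown changed 96 genes at day 3. Leaving out replicate 2 of P400 sh60 brought the P400 count to 277, and leaving out replicate 1 of P400 sh62 brought it to 900. The 4 fits that left out 1 knockdown library of the day-3 set gave between 260 and 370 genes. Leaving out replicate 1 or replicate 2 of the H2A.Z.1 knockdown brought the H2A.Z.2 count to 1869 or 1878.

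**Figure D2:**
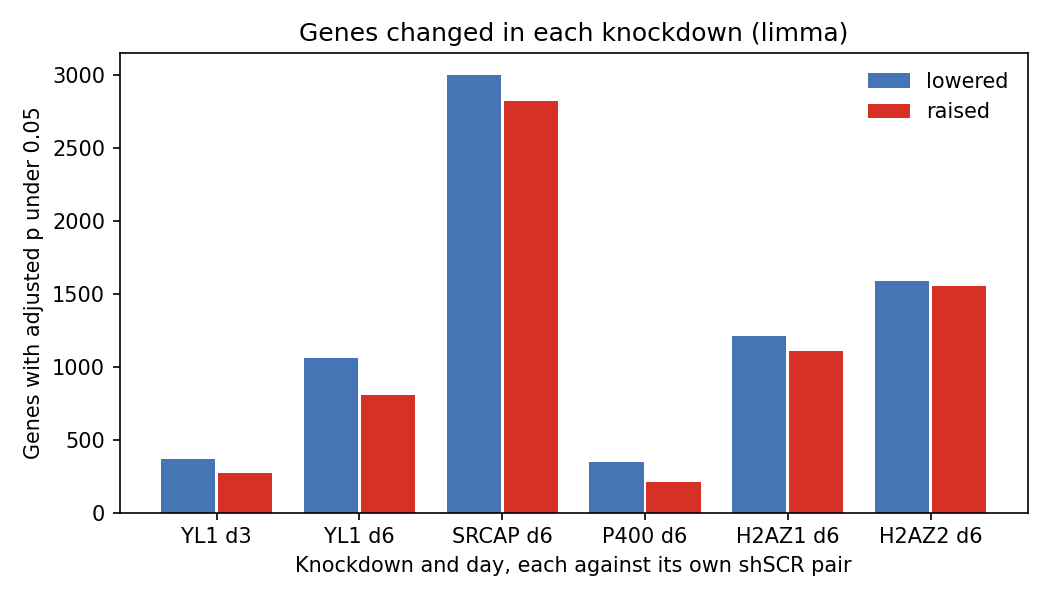
Number of genes with an adjusted p-value under 0.05 in limma, lowered and raised, in each knockdown against its own shSCR pair. With no threshold on the fold change, lowered genes outnumber raised genes, by 3000 to 2822 after SRCAP knockdown and by 348 to 209 after P400 knockdown.

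Whether the knockdowns had different effects was tested directly. The effects of YL1 and SRCAP knockdown at day 6 differed in 1808 genes and those of SRCAP and P400 knockdown in 2497 genes, at an adjusted p-value under 0.05 in limma. The effects of YL1 and P400 knockdown differed in 3 genes, with 1167 genes at an unadjusted p-value under 0.05. This count depended most on the processing, with 78 genes in DESeq2 and 3908 with 1 term per hairpin. Against the 6 pooled shSCR libraries it was 2721, but pooled controls cancel out of this difference. The 2721 genes therefore compare the knockdown libraries directly and include any difference between the sets. Beside the target VPS72, the 3 genes were CCBE1 and BACH1, which are outside the naming rule and were chosen after their values were seen. CCBE1 fell by 1.41 on the log2 scale after P400 knockdown and by 0.19 after YL1 knockdown, and BACH1 changed by 0.48 and -0.50. Among the genes called after both YL1 and SRCAP knockdown, 976 changed in the same direction and 132 in opposite directions. H2A.Z.1 and H2A.Z.2 knockdown differed in 886 genes, a count that was 1720 and 1755 without replicate 1 and replicate 2 of their shSCR pair. Of the genes called in both, 1370 changed in the same direction and 21 in opposite directions.

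Hairpins against the same target were compared to see how far their effects were shared. The hairpins differed in 7202 genes for YL1 at day 3, in 6278 genes for YL1 at day 6, in 10689 genes for SRCAP and in 8107 genes for P400 (limma, adjusted p under 0.05). Libraries of 1 hairpin are thus not independent, and tests that take both hairpins as 1 arm overstate the number of replicates. Of the genes called with each of the 2 hairpins, 79.3%, 91.2%, 84.6% and 80.1% changed in the same direction. Across genes, which are not independent replicates, the log2 fold changes of the hairpins correlated with Pearson's r of 0.37 for YL1 at day 3, 0.66 for YL1 at day 6, 0.61 for SRCAP and 0.41 for P400. Unchanged groups simulated against a shared control pair gave a mean r of 0.50 with a highest value of 0.53 in 100 draws. The values for YL1 at day 6 and SRCAP therefore lay above those of unchanged groups, and those for YL1 at day 3 and P400 below them. The simulated 0.50 comes from the shared control pair alone, and changes seen with 1 hairpin only pull r below it. A value below 0.50 therefore does not mean less agreement than in unchanged groups. With each hairpin set against a different control library, r was 0.26, 0.55, 0.57 and 0.29, where simulated unchanged groups reached at most 0.04. By this measure the changes of the hairpins correlated for each target, YL1 at day 3 and P400 included. H2A.Z.1 and H2A.Z.2 knockdown, which share a control pair, had an r of 0.68, and 0.43 with separate control libraries. The alternative that moved r most was this split of the control pair for YL1 and P400, and testing without a filter for SRCAP (r = 0.56).

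E2F target genes were tested as a list of 77 genes. The median log2 fold change of the list was -0.74 ± 0.09 for YL1 at day 3, -0.61 ± 0.18 for YL1 at day 6, -1.26 ± 0.16 for SRCAP and -0.53 ± 0.09 for P400 (SD over library medians, n = 4 each). It was -0.96 ± 0.13 for H2A.Z.1 and -1.03 ± 0.06 for H2A.Z.2 (SD, n = 2 each). The list median was below 0 in all 20 knockdown libraries. The limma camera test gave adjusted p-values between 1.68e-42 for SRCAP and 2.43e-24 for H2A.Z.1. The fry test gave adjusted p-values between 3.91e-07 and 0.0227, so all 6 calls held. With an estimated inter-gene correlation, the alternative that moved these tests most, the SRCAP call held (adjusted p = 0.0409), while YL1 at both days and P400 had 0.0649 and both H2A.Z knockdowns 0.234. Adjusted over all genes tested, 51, 56, 76, 32, 47 and 59 members were lowered in these 6 comparisons, and 1 member was raised, after H2A.Z.2 knockdown. The corresponding counts adjusted over the list alone were 71, 72, 76, 63, 62 and 71. With the replicate number as a block the day-3 counts were 15 over all genes and 67 adjusted over the list alone, and camera still called the list. Leaving out replicate 1 or replicate 2 of the shSCR pair of the H2A.Z set moved the H2A.Z.1 median to -1.18 or -0.74 and the H2A.Z.2 median to -1.24 or -0.85.

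The members of the E2F list with the largest fall after YL1 knockdown at day 6 were ASF1B, E2F8, E2F1, RRM2 and ATAD2. ASF1B fell from 853 ± 34.9 (SD, n = 2) to 321 ± 74.4 normalized counts (SD, n = 4), a log2 fold change of -1.44 with a standard error of 0.17 (limma, adjusted p = 2.63e-04). E2F1 fell from 1784 ± 45.2 (SD, n = 2) to 826 ± 92.3 normalized counts (SD, n = 4), a log2 fold change of -1.12 with a standard error of 0.10 (limma, adjusted p = 5.15e-05). E2F1 was lower in each of the other comparisons as well, with log2 fold changes of -1.29 for YL1 at day 3, -1.65 for SRCAP, -0.55 for P400, -1.47 for H2A.Z.1 and -2.54 for H2A.Z.2, and the largest limma adjusted p-value among these was 0.0103. RRM2, ATAD2 and E2F8 fell by 1.01, 0.96 and 1.13 on the log2 scale after YL1 knockdown at day 6, and E2F8 no longer passed the threshold with YL1 sh84 alone. ASF1B fell by 0.60 after P400 knockdown, which did not pass the threshold (limma adjusted p = 0.073).

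Other lists set the E2F result in context. Mitotic genes (60) had medians of -0.61 and -0.78 for YL1 at day 3 and day 6, -1.18 for SRCAP, -0.50 for P400, -1.42 for H2A.Z.1 and -1.40 for H2A.Z.2, with adjusted camera p-values of at most 1.09e-23 and adjusted fry p-values of at most 0.0117 (limma). Over all genes 17, 50, 59, 12, 55 and 58 of them were lowered, and adjusted over the list alone 43, 59, 59, 40, 60 and 60, the day-3 counts with the block being 5 and 38. p53 targets (36) were raised, with medians of 0.51, 0.67, 1.20, 0.32, 0.85 and 0.88 in the same order, adjusted camera p-values of at most 4.38e-08 and adjusted fry p-values of at most 0.00295 (limma). Over all genes 14, 19, 28, 6, 20 and 20 of them were raised, and adjusted over the list alone 26, 23, 28, 12, 26 and 23, the day-3 counts with the block being 4 and 24. Interferon-stimulated genes had medians of 0.41, 0.38, 0.42, 0.01, 0.43 and 0.40. Camera called their rise for YL1 at both days and for both H2A.Z knockdowns, fry did so for YL1 at day 6, SRCAP and both H2A.Z knockdowns, and the largest adjusted p-value among the limma camera calls was 0.00547. Secretory senescence genes had medians of -0.16, -0.32, 1.25, 0.11, -0.55 and -0.90. The rise after SRCAP knockdown passed camera (adjusted p = 2.71e-05) and fry (adjusted p = 3.09e-04) in limma, with 14 of 29 members raised (16 adjusted over the list alone) and medians of 1.81 for sh30 and 0.64 for sh29. The fall after H2A.Z.2 knockdown passed camera (adjusted p = 0.00562) but not fry (adjusted p = 0.0975). Cytosolic ribosomal proteins (74) had medians of 0.00 (-0.001), -0.11, 0.16, 0.21, -0.06 and -0.29, of which camera called YL1 at day 6, SRCAP, P400 and H2A.Z.2 and fry none. The H2A.Z exchange machinery (20 tested members, targeted genes left out) had medians of -0.02, -0.10, -0.45, -0.08, -0.18 and -0.25, and both tests called the falls after SRCAP and H2A.Z.2 knockdown (fry in limma, adjusted p = 4.04e-04 and 0.0387). Of the 42 list tests, camera called 30 and fry 25, and 6 camera calls were not called by fry. With an estimated correlation 7 calls were made. These were the E2F list after SRCAP knockdown, the interferon list after YL1 knockdown at day 6, and p53 targets in every comparison but P400. No mitotic call held (camera adjusted p from 0.0934 to 0.172), nor did the secretory senescence rise after SRCAP knockdown (camera adjusted p = 0.0952).

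**Figure D3:**
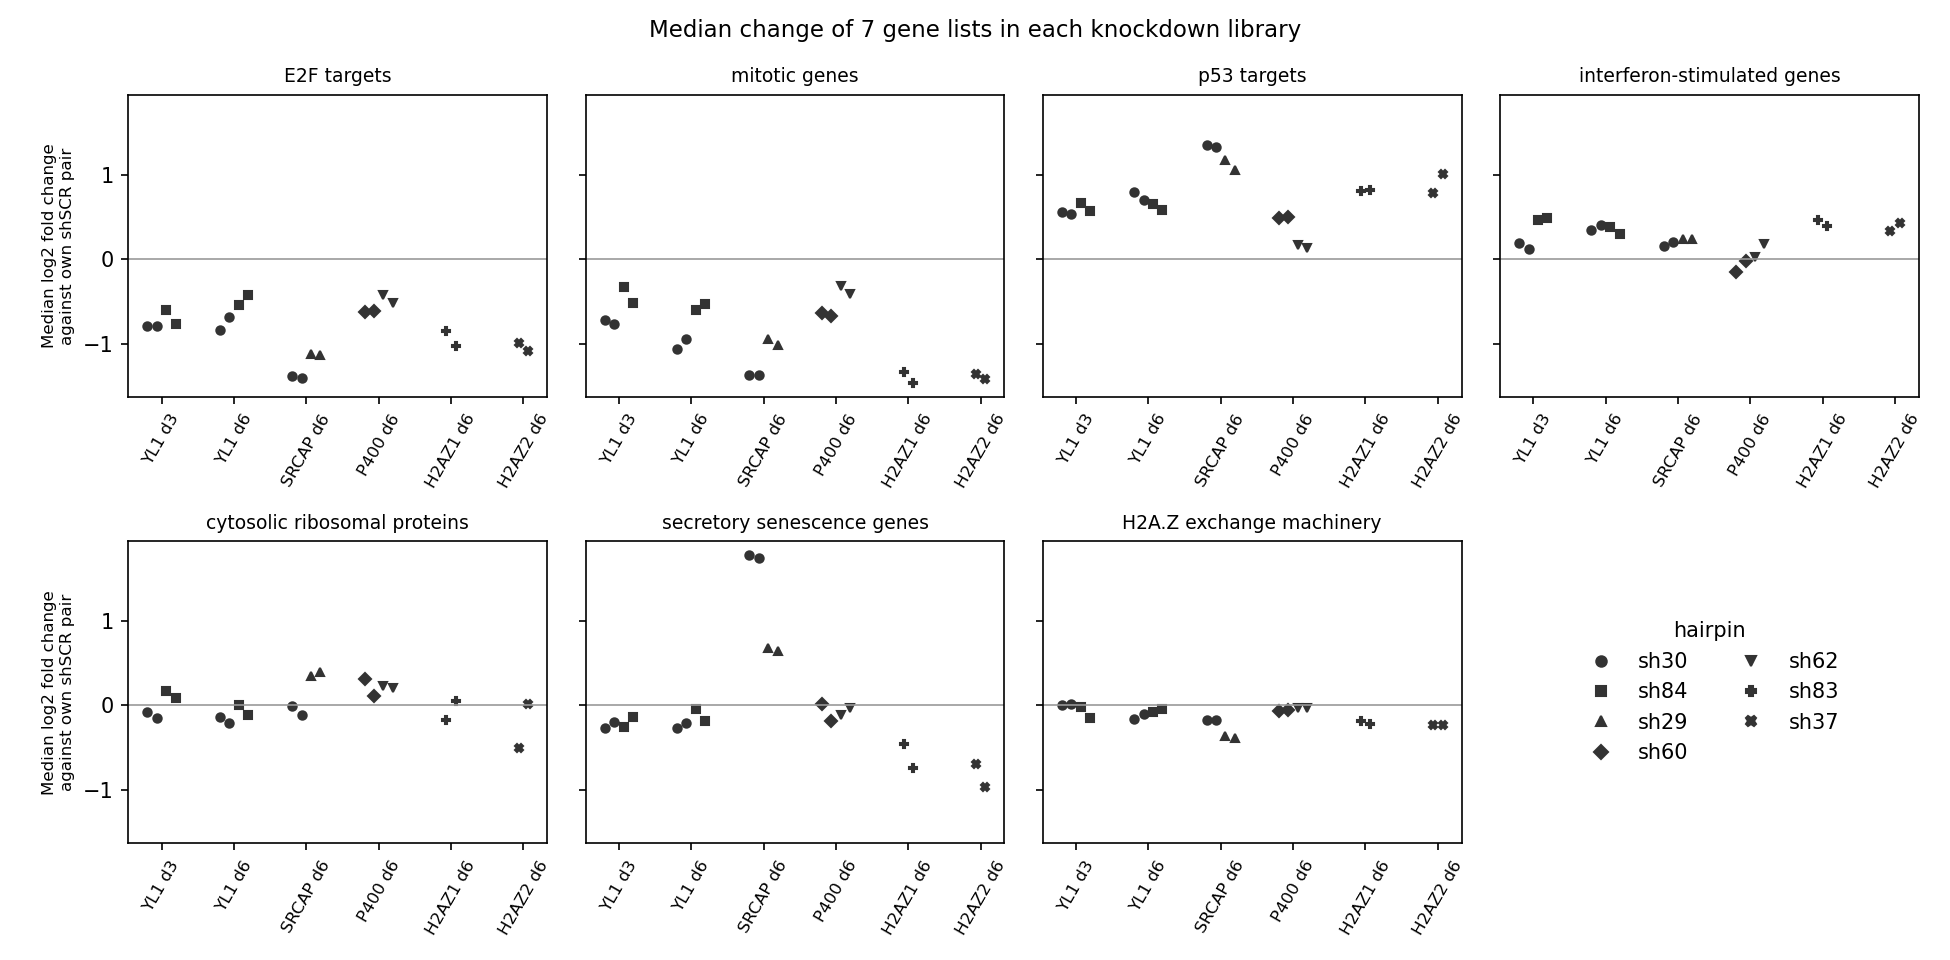
Median log2 fold change of each gene list in every knockdown library against the mean of its own shSCR pair, with 1 point per library and marker shape by hairpin. E2F targets and mitotic genes lie below 0 and p53 targets above 0 in all 20 libraries, while the secretory senescence list is highest in the SRCAP sh30 libraries (1.78 and 1.75).

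The list changes were also compared between knockdowns. The E2F list fell further after SRCAP knockdown than after YL1 knockdown, by 0.64 on the log2 scale (limma, camera adjusted p = 4.19e-20, fry adjusted p = 0.00209), and further than after P400 knockdown, by a difference of -0.69 (limma, camera adjusted p = 9.41e-23, fry adjusted p = 8.07e-04). Between YL1 and P400 knockdown the difference of -0.08 passed camera (adjusted p = 0.0307) but not fry (adjusted p = 0.645) in limma. Between H2A.Z.1 and H2A.Z.2 knockdown the difference of 0.09 passed neither test (limma, camera adjusted p = 0.227). Of the 28 list differences between knockdowns, 9 passed both tests, and 1 passed camera with an estimated correlation.

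Genes changed by more than 1 knockdown were counted with the call of each comparison. After YL1, SRCAP and P400 knockdown at day 6, 150 genes were lowered in all 3 and 62 were raised in all 3, where 3.7 and 1.6 would be shared by chance. Of the 150 genes, 31 belong to the E2F list and 12 to the mitotic list, 77 were also lowered by YL1 knockdown at day 3, 100 by H2A.Z.1 knockdown and 125 by H2A.Z.2 knockdown. In number of genes the alternative that moved these counts most was 1 term per hairpin, with 1604 lowered and 1245 raised genes, while a further threshold of 1 on the absolute log2 fold change left 5 and 26. Leaving out replicate 2 of P400 sh60 gave 76 lowered genes, and leaving out replicate 1 of P400 sh62 gave 93 raised genes. H2A.Z.1 and H2A.Z.2 knockdown shared 688 lowered and 682 raised genes, where 109.7 and 98.2 would be shared by chance. These chance values do not allow for the common control pair, which enters both comparisons. Simulated unchanged groups against that pair shared 0.14 genes on average and at most 3. Unchanged groups give few calls, so this is no expectation for lists of this length. YL1 knockdown at day 6 shared 474 lowered genes with H2A.Z.1 knockdown and 576 with H2A.Z.2 knockdown, where 75.3 and 98.5 would be shared by chance. YL1 knockdown at day 3 and day 6 shared 255 lowered genes, 70.1% of those lowered at day 3, and 129 raised genes. With the block at day 3 these were 53 and 25 genes, and 25 in place of 77 of the genes lowered in all 3 were also lowered at day 3.

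Named by the same rule, ANO1, E2F8, CTDSPL, LAT2 and ZNF367 were lowered and TNFRSF9, CASC15, LSAMP, ADAMTS7 and TXNIP were raised in all 3 chaperone knockdowns at day 6. ANO1 fell by 2.26, 3.87 and 1.96 on the log2 scale after YL1, SRCAP and P400 knockdown, with limma adjusted p-values of 0.0111, 4.78e-05 and 0.0481. Its P400 call was lost in 9 of the fits that left out a library and under 6 other alternatives. ZNF367 fell by 0.98, 1.03 and 0.98 with limma adjusted p-values of at most 0.0122. TXNIP rose by 1.84, 1.66 and 1.32 with limma adjusted p-values of at most 0.00131, from 703 ± 197, 332 ± 31.9 and 519 ± 116 normalized counts (SD, n = 2 each) in the 3 control pairs. ADAMTS7 rose by 2.33, 1.99 and 1.39. The remaining genes changed by between 1.02 (LAT2 after SRCAP knockdown, a fall) and 3.17 (TNFRSF9 after SRCAP knockdown) in absolute log2 fold change. LSAMP calls were also often lost, the SRCAP call under 6 alternatives and the P400 call under 5, beside the fits that left out a library.

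The largest changes after YL1 knockdown at day 6 were rises of CRISPLD2, FAM198B and MATN2 and falls of PRDM1, CHAC1 and ANO1. CRISPLD2 rose from 26.7 ± 6.1 (SD, n = 2) to 1610 ± 1006 normalized counts (SD, n = 4), a log2 fold change of 5.64 with a standard error of 1.32 (limma, adjusted p = 0.0131), with 759 ± 109 for sh30 and 2462 ± 348 for sh84 (SD, n = 2 each). PRDM1 fell from 518 ± 17.3 (SD, n = 2) to 86.4 ± 15.6 normalized counts (SD, n = 4), a log2 fold change of -2.59 with a standard error of 0.32 (limma, adjusted p = 2.63e-04). CHAC1 fell by 2.52 and MATN2 and FAM198B rose by 4.35 and 4.87 on the log2 scale. CRISPLD2 no longer passed the threshold with YL1 sh30 alone, nor FAM198B with either hairpin alone, nor ANO1 with sh84 alone. At day 3 the largest changes were rises of CRISPLD2 (2.89), DACT1 (2.30) and BTG2 (1.80) and falls of VPS72, CHAC1 (-2.04) and ASF1B (-1.49). The largest limma adjusted p-value among these was 0.0448, for CRISPLD2, whose call was lost in 3 of the fits that left out a library. With the replicate number as a block only VPS72 among these kept its call, the others having limma adjusted p-values from 0.0539 (CHAC1) to 0.109 (CRISPLD2).

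After SRCAP knockdown MMP3, SPINK1 and C3 rose most and VSTM1, ANO1 and DMBT1 fell most. MMP3 rose from 12.7 ± 0.6 (SD, n = 2) to 857 ± 401 normalized counts (SD, n = 4), a log2 fold change of 5.83 with a standard error of 0.75 (limma, adjusted p = 3.99e-05). C3 rose from 170 ± 2.3 (SD, n = 2) to 7622 ± 4607 normalized counts (SD, n = 4), a log2 fold change of 5.25 with a standard error of 0.82 (limma, adjusted p = 2.08e-04). SPINK1 rose by 5.74, DMBT1 fell by 3.57 and VSTM1 fell by 5.23. VSTM1 had 33.3 ± 42.3 normalized counts (SD, n = 4) left and a call that 3 alternatives lost. It had 0 normalized counts in both sh30 libraries and 66.6 ± 30.3 (SD, n = 2) with sh29. Its fall of 5.23 therefore depends on the pseudocount. With sh29 alone its log2 fold change was -2.23 (limma adjusted p = 0.0873). The change of MMP3 differed from that after YL1 knockdown (difference -5.02, limma adjusted p = 0.00819) and that after P400 knockdown (6.67, limma adjusted p = 0.00114). After P400 knockdown CNN1, SOX5 and ZNF608 rose by 3.87, 2.26 and 2.16, and CSF3, THBS1 and ANO1 fell by 2.39, 2.07 and 1.96 on the log2 scale. THBS1 fell from 51467 ± 1880 (SD, n = 2) to 13246 ± 5868 normalized counts (SD, n = 4) with a limma adjusted p-value of 0.0142. These P400 calls had limma adjusted p-values between 0.00357 and 0.0481, and each was lost under at least 1 alternative.

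After H2A.Z.1 knockdown GPNMB, ABCB5 and MUC19 rose most, and LINC00707, H2AFZ and VSTM1 fell most. GPNMB rose from 6.2 ± 0.7 to 1245 ± 193 normalized counts (SD, n = 2 each), a log2 fold change of 7.44 with a standard error of 0.28 (limma, adjusted p = 1.94e-04). ABCB5 had no reads in either shSCR library and 125 ± 1.8 normalized counts (SD, n = 2) after knockdown, at least 40.4-fold higher. After H2A.Z.2 knockdown ABCB5, FAM198B and GPNMB rose most and CSF3, RFX8 and LINC00707 fell most. ABCB5 had 328 ± 45.1 normalized counts (SD, n = 2), at least 106-fold higher than in shSCR, and GPNMB and FAM198B rose by 6.36 and 6.98 on the log2 scale. CSF3 fell from 297 ± 273 to 3.4 ± 3.1 normalized counts (SD, n = 2 each), a log2 fold change of -5.88 with a standard error of 0.85 (limma, adjusted p = 0.00516), and the SD of its shSCR libraries was close to their mean. LINC00707 had log2 fold changes of -4.31 and -4.27 after H2A.Z.1 and H2A.Z.2 knockdown.

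The authors' deposited tables of the same comparisons list genes past an adjusted p-value of 0.05 and an absolute log2 fold change of 0.75. The authors' deposited table listed 509 genes for YL1 at day 3, 2459 for YL1 at day 6, 4417 for SRCAP, 1633 for P400, 2616 for H2A.Z.1 and 3112 for H2A.Z.2. At these thresholds limma called 297, 955, 3363, 264, 2015 and 2649 genes. Of the listed genes, 509, 2132, 3786, 1420, 2607 and 3081 were tested here, and the others could not be called. Of the genes in the authors' deposited tables that were tested here, at least 99.2% had the same sign. At day 6 the fold changes in the authors' deposited tables lay on average 0.30, 0.24 and 0.34 (log2) from those against the own shSCR pair for YL1, SRCAP and P400, and 0.08, 0.11 and 0.12 from those against the 6 pooled shSCR libraries of that table. With the pooled controls limma called 1935, 3696 and 1181 genes at these thresholds. The mean level per gene in the authors' deposited tables equalled the mean over all libraries of the table for 100% of the genes at day 3 and day 6 and for 0% in the H2A.Z set.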

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

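The comparison of transcript left, the test with each SRCAP hairpin, the ratios with each set fitted alone and the counts of opposite directions between hairpins were chosen only after the results were seen.

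A tested difference between knockdowns drew attention to 1808 genes between YL1 and SRCAP knockdown, 2497 between SRCAP and P400, 3 between YL1 and P400, and 886 between H2A.Z.1 and H2A.Z.2. SRCAP knockdown also changed the most genes, 5822 against 1861 and 557. In transcript left, the SRCAP knockdown was weaker than that of YL1, with 46.7% of the SRCAP level left, against 28.6% of VPS72. Transcript shares of different genes do not measure how much protein or function was lost. They therefore do not decide whether a stronger loss of function accounts for the excess over YL1. For the excess over P400 the levels do not decide either, since 48.4% of EP400 was left after P400 knockdown, slightly more than of SRCAP. Depth accounts for neither excess. Once all day-6 libraries were thinned to the shallowest, 5506 genes were called after SRCAP knockdown, against 1663 for YL1 and 466 for P400. After correction for GC content and gene length, in the 14847 genes with both values, the counts were 5680 for SRCAP, 1856 for YL1 and 636 for P400, where they were 5368, 1733 and 525 without the correction. With each set fitted alone, SRCAP knockdown changed 3657 genes, YL1 knockdown 3392 and P400 knockdown 412, so SRCAP exceeded YL1 by a ratio of 1.08 and P400 by 8.88. A spread estimated over the 3 sets together could therefore account for most of the excess over YL1, but not for that over P400. The control pair of each set remains open, because no knockdown shares its pair with another. Set against the same pair, SRCAP knockdown called at least 1.41 times as many genes as YL1 knockdown. The counts for P400 knockdown rose from 557 to 3052 and 3410 with the other pairs, and those for YL1 knockdown from 1861 to 4121 and 4052. SRCAP knockdown called 5785 genes with the YL1 pair and 6451 with the P400 pair, so its count did not fall much without its own pair. With a pair of another set, however, any difference between the sets enters the count. How much of the difference in counts comes from the SRCAP pair cannot be told apart from an effect of the knockdown. A wider role of SRCAP is untested.

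Other splits of the day-6 libraries were drawn for the 3 differences, 100 of 210 possible for each. As many genes as in the real split, which is included, were found in 2 draws for YL1 against SRCAP, in 10 draws for YL1 against P400 and in 1 draw for SRCAP against P400. Other groupings therefore also reach the count of 3 genes between YL1 and P400 in that fit, although the median draw gave 0 genes. Among the 3 genes is the target VPS72 (difference -1.70, limma adjusted p = 0.00126), so the draws speak to the count and not to each gene. Other choices gave larger counts between YL1 and P400. These were 78 genes with DESeq2, 2721 with the pooled controls and 3908 with 1 term per hairpin, and they were not compared with other splits. Pooled controls cancel out of the difference, so the 2721 genes include any difference between the sets. The split that exchanged whole control pairs gave 3742 genes for YL1 against SRCAP and 3103 for YL1 against P400. It was not among the draws for SRCAP against P400, where it gives 4863 genes. These splits follow the control pairs, and no value within 1 pair can be had because each knockdown has a single pair. The comparison of H2A.Z.1 and H2A.Z.2 has 2 libraries per arm and was not split.

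The list changes also differed between knockdowns under a test of the difference. E2F targets fell less after YL1 than after SRCAP knockdown (0.64) and more after SRCAP than after P400 knockdown (-0.69), and mitotic genes fell more after SRCAP than after P400 knockdown (-0.67). p53 targets differed by -0.52 (-0.515) between YL1 and SRCAP, by 0.31 between YL1 and P400 and by 0.88 between SRCAP and P400. Interferon-stimulated genes differed by 0.38 between YL1 and P400. After correction for GC content and gene length the E2F medians were -0.58, -1.26 and -0.52 (-0.515) for YL1, SRCAP and P400, the p53 medians 0.71, 1.19 and 0.35, the interferon medians of YL1 and P400 0.40 and 0.01, and the mitotic medians of SRCAP and P400 -1.14 and -0.48. A bias from GC content or length is therefore unlikely to be the whole of the E2F difference. Only the interferon difference passed camera with an estimated correlation (limma, adjusted p = 0.00977). Against 1 common pair, that of the SRCAP set, the E2F medians were -1.26 for SRCAP, -0.84 for YL1 and -0.74 for P400 knockdown. A common pair cancels out of such a comparison and leaves any difference between the sets in it, so it does not decide how much the control pairs contribute. They remain open for all of these differences, as does a difference between the complexes.

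Secretory senescence genes differed by -1.47 (-1.465) between YL1 and SRCAP knockdown and by 1.40 between SRCAP and P400 knockdown. An effect of 1 hairpin only does not account for the rise, since the list median was 0.64 (0.641) with sh29, the weaker of the SRCAP hairpins on this list, and fry gave an unadjusted p of 1.61e-06 in limma. Correction for GC content and length left the SRCAP median at 1.25 (1.254). The control pair stays open. Against the shSCR pair of the YL1 set the SRCAP median was 0.47 (0.467), with -0.323 for YL1 and -0.375 for P400 knockdown. Against the SRCAP pair the YL1 median was 0.43 and the P400 median 0.28, where that of SRCAP was 1.25. Against the P400 pair the medians were 0.741 for SRCAP, -0.085 for YL1 and 0.106 for P400. SRCAP was thus highest against each pair, but a common pair leaves any difference between the sets in the comparison. How far the size of the rise comes from a low level in the SRCAP control pair cannot be told apart from the knockdown, which shares no pair with another target.

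Hairpins against 1 target differed in 7202 genes for YL1 at day 3, 6278 for YL1 at day 6, 10689 for SRCAP and 8107 for P400. If the hairpins differed only in strength, the genes called with both would change in 1 direction. Opposite directions were found for 721 genes (20.7% of those called with both), 473 (8.8%), 1203 (15.4%) and 741 (19.9%), so strength alone does not account for the differences. Off-target effects of a hairpin could contribute and were not tested, and neither were differences between infections.

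In 1 group a library lay far from the others. The E2F list median of YL1 sh84 replicate 1 at day 3 was -0.60, against -0.77, -0.79 and -0.79 in the other knockdown libraries, a gap of 0.91 (0.907) of the whole range where 0.83 is the critical value. Among 48 groups examined, 2.4 such cases arise by chance and 1 was found. Without this library the list median was -0.79. Its depth of 20989394 reads was close to that of replicate 1 of YL1 sh30 (21020655 reads). No cause was tested.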

How the results depend on the processing

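No test in this part was chosen after its result was seen. Each alternative changed 1 choice, and all alternatives were run. Counting each result once per alternative, apart from fits that left out a library, 350 results that answer a comparison kept their direction and side of the threshold or stayed within 1.5 times their count, 80 moved and 6 fell short of the threshold. The 80 include hairpin correlations, which counted as moved at smaller shifts, such as 0.608 to 0.621 for SRCAP with quantile normalization. Apart from the results that answer a comparison, 1288 were unchanged, 90 became weaker, 8 stronger and 15 reversed. No alternative reversed any of the 67 named gene results, 42 of which kept their call under every alternative. The median of the E2F targets was below 0 under every alternative run on the lists, which were not run with edgeR, DESeq2 or the threshold on the fold change, and the fits that left out 1 library gave medians from -0.79 to -0.71 for YL1 at day 3 (6 fits), from -0.68 to -0.56 for YL1 at day 6, from -1.31 to -1.20 for SRCAP and from -0.57 to -0.51 for P400 (18 fits each). Unless a cause is named, the cause was not tested.

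With a pseudocount of 5, YL1 and P400 knockdown differed in 5 genes in place of 3, and with edgeR also in 5. Without a filter more genes were tested, P400 knockdown changed 336 genes in place of 557, YL1 and P400 differed in 1 gene, and 88 genes in place of 150 were lowered in all 3 chaperone knockdowns at day 6. The correlation between hairpins without a filter was 0.40 (0.404) for YL1 at day 3, 0.59 (0.588) for YL1 at day 6 and 0.56 (0.557) for SRCAP. With a mean of at least 50 it was 0.68 (0.678) for YL1 at day 6 and 0.64 (0.637) for SRCAP, and the interferon median of P400 turned from 0.01 to -0.09 (-0.087). With each hairpin against a different control library the correlation was 0.26 (0.262) and 0.55 for YL1, 0.57 (0.566) for SRCAP and 0.29 for P400, because the shared control values no longer enter both.

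Median centring turned the ribosomal median of YL1 at day 3 from -0.001 to 0.01 (0.007). Quantile normalization turned it to 0.02 (0.024), the exchange machinery median of YL1 at day 3 to 0.03, the ribosomal median of SRCAP to -0.06 (-0.064) and the interferon median of P400 to -0.02 (-0.024). With it 99 genes were lowered in all 3 knockdowns, and hairpin correlations were 0.62 (0.625) for YL1 at day 6 and 0.62 (0.621) for SRCAP. Neither scaling moved the share of lowered calls by more than 10 points. Which direction was in excess turned with quantile normalization for H2A.Z.1 (1152 raised, 1140 lowered) and H2A.Z.2 (1533 raised, 1502 lowered), and with edgeR, DESeq2 and 1 term per hairpin for SRCAP. Without the intensity trend YL1 knockdown changed 367 genes at day 3 in place of 636, YL1 and P400 differed in 1 gene, H2A.Z.1 and H2A.Z.2 in 440 in place of 886, and these shared 429 lowered genes in place of 688.

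The libraries carry replicate numbers 1 and 2 with no stated common batch. Correlations of the replicate differences between groups of a set ran from -0.10 (SRCAP sh30 and sh29) to 0.52 (H2A.Z.1 and H2A.Z.2), and were over 0.1 for every pair of groups only at day 3, so the numbers were taken as a pairing for day 3 alone. The H2A.Z set (0.096, 0.417 and 0.517) and the YL1 set at day 6 (0.098, 0.101 and 0.434) missed this narrowly, so a pairing there is not ruled out. With the replicate block, YL1 knockdown changed 96 genes at day 3 and 896 at day 6, and P400 knockdown 122. Differences were 802 genes for YL1 and SRCAP, 1 for YL1 and P400, 1160 for SRCAP and P400 and 1383 for H2A.Z.1 and H2A.Z.2, and 33 lowered and 18 raised genes were common to the 3 chaperone knockdowns. The block took 20 named gene results out of the calls, 5 of them at day 3, and changed no call of a gene list at day 3.

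Against the 6 pooled shSCR libraries YL1 knockdown changed 4948 genes at day 6 and P400 knockdown 3535. YL1 and SRCAP differed in 6626 genes, YL1 and P400 in 2721, SRCAP and P400 in 7890, with 680 genes lowered and 360 raised in all 3. Pooled controls cancel out of the differences between knockdowns, which then compare knockdown libraries alone and include any difference between the sets. The ribosomal median of YL1 at day 6 turned from -0.11 to 0.17 (0.175, limma adjusted p = 7.36e-04), the secretory senescence median from -0.32 to 0.01 (0.013) and the interferon median of P400 to -0.02 (-0.016). With the libraries of each set alone, 3392 genes changed for YL1 at day 6 and 3657 for SRCAP, 95 were lowered and 41 raised in all 3, and EP400 kept its fold change of -1.07 (-1.075) with a limma adjusted p of 0.0592.

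With 1 term per hairpin, 6549 and 8534 genes changed for YL1 at day 3 and day 6, 11185 for SRCAP and 7340 for P400. YL1 and SRCAP differed in 8951 genes, YL1 and P400 in 3908, SRCAP and P400 in 9198, and 1604 genes were lowered and 1245 raised in all 3. Differences between hairpins leave the spread in that fit. YL1 sh30 alone changed 6191 genes at day 3 and turned the exchange machinery median to 0.001. YL1 sh84 alone changed 7367 genes at day 3 and 1121 at day 6, and turned the ribosomal median at day 3 to 0.13 (0.129, limma adjusted p = 3.09e-04). SRCAP sh30 alone turned the ribosomal median to -0.06 (-0.063). P400 sh60 alone changed 2764 genes, with 351 lowered and 156 raised in all 3, an interferon median of -0.14 (-0.135) and a secretory senescence median of -0.08 (-0.083). With P400 sh62 alone 71 genes were lowered in all 3 and the secretory senescence median was -0.06 (-0.065).

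A further threshold of 1 on the absolute log2 fold change left 140, 577, 2242, 148, 1466 and 1956 genes for YL1 at day 3, YL1 at day 6, SRCAP, P400, H2A.Z.1 and H2A.Z.2. It left 920 differences between YL1 and SRCAP, 1276 between SRCAP and P400, and 1139, 786, 2746 and 1267 between hairpins of YL1 at day 3, YL1 at day 6, SRCAP and P400. Shared in all 3 were 5 lowered and 26 raised genes, and H2A.Z.1 and H2A.Z.2 shared 378 and 454. DESeq2 called 1579 genes for YL1 at day 3 and 1240 for P400, 78 between YL1 and P400, 1764 between H2A.Z.1 and H2A.Z.2, and 277 lowered and 148 raised in all 3. With an estimated correlation camera made 7 list calls in place of 30. The E2F medians, unchanged by this choice, were -0.74, -0.61 (-0.611) and -0.53 for YL1 at day 3, YL1 at day 6 and P400 (limma adjusted p = 0.0649 each) and -0.96 (-0.962) and -1.03 (-1.031) for H2A.Z.1 and H2A.Z.2 (limma adjusted p = 0.234 each).

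Fits that left out 1 library gave from 260 to 370 genes for YL1 at day 3 (4 fits), from 277 to 900 for P400 (16 fits), from 1 to 5 between YL1 and P400 (14 fits), and from 76 to 217 lowered and 41 to 93 raised genes in all 3 (12 fits). They gave from 1720 to 1755 genes between H2A.Z.1 and H2A.Z.2 and from 1869 to 1878 for H2A.Z.2 (2 fits each). The E2F median ran from -1.18 (-1.182) to -0.74 (-0.741) for H2A.Z.1 and from -1.24 (-1.242) to -0.85 (-0.847) for H2A.Z.2 (6 fits each). H2AFZ after H2A.Z.1 knockdown ran from -4.48 to -4.03 (-4.032) and H2AFV after H2A.Z.2 knockdown from -1.81 (-1.808) to -1.31. Directions turned for ribosomal genes (-0.06, -0.055, to 0.05) and the exchange machinery (-0.05 to 0.03, 0.032) of YL1 at day 3, and for the secretory senescence (-0.04, -0.035, to 0.19, 0.194) and interferon lists (-0.07, -0.072, to 0.09, 0.089) of P400. Among the other results, counted once per fit that left out a library, 38 became weaker, 57 moved and 1321 were unchanged. Depth limits weakly expressed genes most in replicate 1 of P400 sh60, with 17047162 reads.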

Other observations

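The comparison of depth for the H2A.Z set and the number of control pairs outside the day-6 table of the chaperones were considered only after the results were seen.

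The shSCR pairs of the 3 day-6 sets, which carry the same hairpin, differ from each other. Between the YL1 and SRCAP pairs 134 genes passed an adjusted p-value of 0.05 in limma, between the YL1 and P400 pairs 627, and between the SRCAP and P400 pairs 226. After thinning all libraries to the shallowest the largest of the 3 counts was 573, which argues against depth as the cause. After correction for GC content and gene length the largest count was 116, where 544 passed without it among the genes with both values, so most of the difference could be a GC or length trend between sets. The mitochondrial share of reads was 6.51% and 6.69% in the P400 controls and between 4.23% and 4.52% in the controls of the other day-6 sets of that table. No biological explanation was tested, since the design names none between control pairs.

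Replicates of the H2A.Z set lie further apart than those of the other sets. The mean chi-square between replicates was 59.0 in shSCR, 32 after H2A.Z.1 and 55.3 after H2A.Z.2 knockdown, against at most 6.22 elsewhere. Low depth does not raise this statistic, and greater depth raises it at most in proportion. The smallest mean of this set was 5.14 times the largest elsewhere, while the deepest library of the set had 1.91 times the reads of the shallowest elsewhere, so depth does not account for the gap. GC content and length explained at most 19.7% of the variance of a replicate difference in this set, against 29.1% for YL1 sh84 at day 6, so they are not the main cause. Replicate differences correlated between the groups of this set (r of 0.096, 0.417 and 0.517), so a factor common to a replicate number is not ruled out. No biological explanation was tested.

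The E2F list was lower after every knockdown. A GC or length bias does not account for this, since the highest of the 6 medians was -0.52 (-0.515) after correction. For YL1, SRCAP and P400 knockdown at day 6 the choice of control pair does not either, since their highest median against any of the 3 pairs was -0.53. For YL1 knockdown at day 3 and the H2A.Z knockdowns an effect of the control pair cannot be told apart from the knockdown, because each of these tables holds 1 control pair. Whether H2A.Z acts on these genes directly was not tested.

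H2AFZ fell in comparisons that do not target it, and a hypothesis is that it falls together with the E2F targets. Its change lay between the 10th and 90th percentiles of the E2F list in 5 of the 5 comparisons, from -0.32 after P400 knockdown to -0.89 after SRCAP knockdown, which is consistent with that. After P400 knockdown it did so narrowly (-0.318, with the 90th percentile at -0.317), and the fall itself did not pass the threshold. After H2A.Z.2 knockdown an effect of the hairpin on H2AFZ itself cannot be told apart from a fall with the E2F list, of which 81.8% fell further than H2AFZ, because 1 hairpin was used.

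CSF3 changed in opposite directions between knockdowns. It rose after SRCAP knockdown (log2 fold change 4.55, limma adjusted p = 1.44e-05), with 2804 ± 145 normalized counts for sh30 and 1216 ± 21.4 for sh29 against 78.7 ± 18.5 in its shSCR pair (SD, n = 2 each). It fell after P400 knockdown, and the effects differed by 6.94 (limma, adjusted p = 5.77e-05). The shSCR pairs of the YL1 and P400 sets had 382 ± 116 and 322.5 ± 172.5 normalized counts (SD, n = 2 each).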
